A study of Mus musculus with 64 samples.

How the data were processed

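RNA sequencing libraries came from omental adipose tissue, liver and skeletal muscle of mice with body-wide inactivation of Myc (KO) and of wild-type mice (WT). The 64 libraries fall into 12 groups, made by 3 tissues, 2 ages (5 and 20 months) and 2 genotypes. Per the labels, KO mice carried a tamoxifen-activated Cre recombinase at the Gt(ROSA)26Sor locus and a Myc gene flanked by recombination sites, in a cross of lines with B6 and 129 strain names, and WT mice were C57/B6. Both genotypes are labelled as given 5 doses of tamoxifen (75 mg/kg) after weaning, at a body weight of at least 15 g. Libraries are named here by the codes in the labels, in which K or W gives the genotype and F, L or S the tissue. The codes of the older mice hold the number 18 (K18F26, for example), while every other label of those libraries gives 20 months, and 20 months is used here.

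Per the labels' protocols, total RNA was extracted with column kits, messenger RNA was purified on oligo-dT beads, and strand-specific libraries were sequenced on Illumina instruments. The deposited file is 1 table of 36333 gene entries, each with a numeric gene ID, and 64 library columns made with the CLC Genomics software and called CPM, per the file headers. The column sums of these deposited CPM ranged from 0.529 to 1.64 M (M, mega), so the values are treated as a read signal scaled by a factor per library that the authors set before they deposited the table. That signal is called CPM throughout, after the header. The aligner settings, the genome build, the annotation and the use of strand in counting are not stated in the labels or headers, and no coordinates are given for that reason. Each library's values were whole multiples of the value of 1 read, and 100% of them came out as whole reads in each library. The recovered totals ranged from 15.4 to 28.5 M reads on genes per library, with a median of 19.6 M. Adipose libraries had 15.9 to 28.5 M reads, liver libraries 16.3 to 25.4 M and muscle libraries 15.4 to 22.4 M.

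Gene names were matched by ID to a RefSeq gene table of assembly GRCm38.p6, used for names, chromosomes and gene order alone. Of 36332 distinct IDs, 35336 had a symbol and 996 had none (0.155% of all reads). 1 ID was listed more than once and its entries were added up. In all, 28726 IDs had a read in any library and 7606 were at 0 in every library. All library columns were mapped to a label by their code, which in 3 columns carried a suffix. Between libraries of a group, the lowest chi-square per degree of freedom of a pair was 14.5, so no pair agreed within sampling noise and each library counted as 1 replicate.

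The choices of this paragraph were made before the data were examined, except where said. In each tissue, genes with more than 1 CPM in at least as many libraries as the smallest group were tested, which gave 14286 genes in adipose tissue, 12924 in liver and 13237 in muscle. Values were tested as log2(CPM + 1) with limma 3.58.1 (R 4.3.3), with 1 mean per group over the 4 groups of a tissue, moderated variances with an intensity trend, and Benjamini-Hochberg adjustment. A gene is called changed at an adjusted p under 0.05. A log2 fold change here is on the log2(CPM + 1) scale, which understates the change of genes with few reads. The comparisons were KO against WT at each age, 20 against 5 months in each genotype, and the difference of the KO effects at the 2 ages (the interaction). A second model over all 5-month libraries tested whether the KO effect differs between tissues, on 11330 genes that passed the filter in each of them. Myc itself was tested with a two-sided exact permutation test on the difference of mean log2(CPM + 1), adjusted over 9 Myc comparisons. Correlations of fold changes are across genes, which are not independent replicates, so they carry no p. They are set beside 100 simulated or permuted groupings. Where both fold changes share the WT 5-month libraries, the simulation used unchanged groups against the same controls.

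For gene lists, 11 lists of processes tied to Myc or to ageing were tested with camera (limma, preset correlation 0.01) and adjusted over all 99 tests of 11 lists in 9 comparisons. They are cell cycle, DNA repair, cytosolic aminoacyl-tRNA synthetases, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation, interferon response, p53 targets, ribosome biogenesis and nucleolar Myc targets, senescence-associated genes, and the spliceosome. A further 10 lists of cell type markers served to weigh RNA from other tissues or cells: adipocyte, skeletal muscle, pancreas, mesothelium, gonad and epididymis, macrophage, T cell, B and plasma cell, hepatocyte and erythroid. The genes named in the text follow a rule: Myc, Mycn, Mycl, Cdkn1a and Cdkn2a by name, and per tissue, for KO against WT at each age and for WT ageing, the pair of called genes with the largest rise and the pair with the largest fall among genes with a mean of at least 5 CPM and groups whose values do not overlap. Up to 10 genes called with the same sign at 5 months in all 3 tissues were to be named as well, and none met that rule. The mean of 5 CPM is taken over all libraries of a tissue. Genes named outside the rule are said to be chosen after their values were seen.

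The alternatives fixed in advance were a pseudocount of 0.1, no expression filter, TMM-type factors before the log, a sex covariate, only the groups compared, array quality weights, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered whole reads, fry and camera with estimated correlation, disjoint controls, Spearman's rho, a mean of at least 10 CPM, a block for the number in the library code, and leaving out each library in turn. Alternatives chosen after seeing the data were a covariate for the circadian clock, only libraries with Y-chromosome transcripts, leaving out adipose libraries with epididymis transcripts, the average KO effect over 6 comparisons (3 tissues at 2 ages) with its own alternatives, and list scores of that average. A list score is the mean log2(CPM + 1) of a list's members, for lists with at least 5 members tested in all tissues. Scores were compared by a permutation test (10000 permutations, and 1000 in each fit without 1 library). It kept the libraries of 1 code number together at 5 months. At 20 months, where numbers do not recur, it permuted libraries within tissue. This takes old libraries of different tissues as independent, which may not hold.

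Each method was tested on simulated data made from the real means and library sizes, with 200 genes changed per simulation. limma recovered 90 to 98 of the 100 genes changed 4-fold and 44 to 86 of those changed 2-fold, with 5 to 12 false calls, over 6 simulations of 12924 to 14286 genes. edgeR recovered 90 to 98 and 47 to 85, with 5 to 11 false calls. DESeq2 recovered 96 to 98 and 73 to 89 in 3 simulations, with 22 to 30 false calls. With a list of 58 genes shifted by 0.3 on the log2 scale, camera and fry found it in 6 of 6 simulations, and fry also called 1 of 60 unshifted lists. The simulated genes varied independently, so this does not test camera or fry on lists whose members move together. In the data the shifted list, ribosome biogenesis, had an estimated correlation of 0.473 in adipose tissue, 0.36 in liver and 0.227 in muscle. The preset was 0.01. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15).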

Results

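The series compared gene expression in mice with body-wide inactivation of Myc (KO) and wild-type mice (WT) at 5 and 20 months of age, under a title that ties the loss of Myc to premature ageing. Adipose tissue and liver had 6 KO and 6 WT libraries at 5 months and 5 of each at 20 months. Muscle had 4 KO and 6 WT libraries at 5 months and 5 of each at 20 months. Sequencing depth lay between 15.4 and 28.5 M reads on genes per library, and 16080 to 23728 genes were detected. The 10 most abundant genes took 6.88% to 13.6% of the reads in adipose tissue, 15.2% to 21.3% in liver and 17.8% to 22.9% in muscle. At 5 months 12 libraries had Xist and no Y-chromosome transcripts, 2 in each group of each tissue. The other 52 libraries, the 20-month libraries included, had Y-chromosome transcripts.

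Myc, the inactivated gene, was examined first in every library. In adipose tissue at 5 months Myc averaged 5.76 ± 2.91 CPM (SD, n = 6) in KO and 17.7 ± 5.11 CPM (n = 6) in WT libraries. The difference of -1.52 on the log2(CPM + 1) scale had a two-sided exact permutation p of 0.00216, the smallest that splits of 6 against 6 libraries allow, and an adjusted p of 0.00972 over 9 Myc comparisons. All 6 KO libraries lay below every WT library. In liver at 5 months Myc averaged 2.59 ± 1.06 CPM (n = 6) in KO and 19.6 ± 10.3 CPM (n = 6) in WT libraries, a difference of -2.38 with the same exact p and 6 of 6 KO libraries below every WT library. In muscle at 5 months the values were 10.2 ± 5.21 CPM (n = 4) and 29.1 ± 27.2 CPM (n = 6). The muscle difference of -1.13 was within the spread between libraries (exact p 0.119, adjusted 0.134), and 1 KO library lay below every WT library. Without W5S5277 it was -1.46 with an exact p of 0.0317.

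At 20 months adipose Myc averaged 7.36 ± 1.76 CPM in KO and 12 ± 3.03 CPM in WT libraries (n = 5 each), a log2 difference of -0.63 (exact p 0.0238, adjusted 0.0422, 3 of 5 KO libraries below every WT library). Liver Myc averaged 2.11 and 5.87 CPM (n = 5 each; SD 0.707 in KO, range 5.36 to 7.61 CPM in WT), a difference of -1.16 with 5 of 5 KO libraries below every WT library. Its exact p of 0.00794 was the smallest that 252 splits allow (adjusted 0.0238). Muscle Myc averaged 5.98 ± 3.83 CPM and 7.91 ± 3.21 CPM (n = 5 each), a difference of -0.49 that did not exceed the spread (exact p 0.31). Among WT libraries Myc was lower at 20 than at 5 months in liver (log2 difference -1.40, exact p 0.0216, adjusted 0.0422) and in muscle (-1.41, exact p 0.0281, adjusted 0.0422). In adipose tissue the WT difference was -0.51 (exact p 0.0628, adjusted 0.0807). In each tissue 2 of the 5 older WT libraries lay below every younger one. The adipose WT ageing p was 0.0317 without W5F5277 and 0.133 without W18F24, and the muscle WT ageing p was 0.00794 without W5S5277 and 0.0667 without W18S42. In limma the adjusted p of Myc in muscle WT ageing was 0.0492, and it ran from 0.0248 (edgeR) to 0.134 (sex covariate, log2 fold change -0.97) over its alternatives, with 0.0556 at a pseudocount of 0.1 and 0.0976 without the filter. The young muscle WT libraries with the highest Myc, W5S5042 (81.3 CPM) and W5S5041 (33.7 CPM), are those with Xist. The alternative that moved the Myc differences most was edgeR, whose fold changes are not on the log2(CPM + 1) scale, with -2.94 in liver at 5 months.

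**Figure D1:**
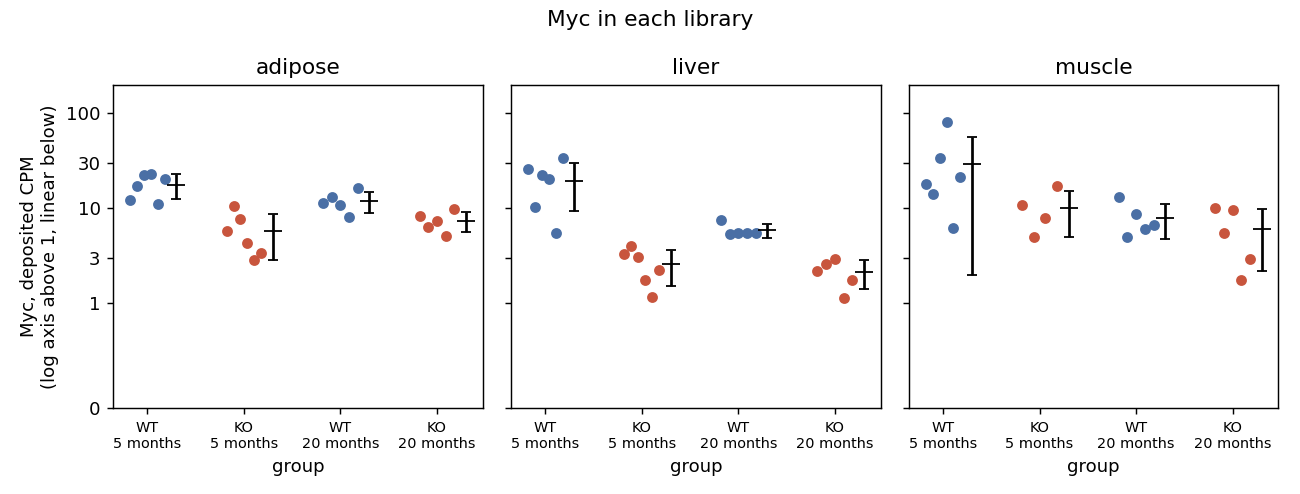
Myc in each library, in deposited CPM on an axis that is logarithmic above 1 and linear below, for the 4 groups of each tissue; points are libraries, and the cross and bar give the group's mean and SD. In liver the KO libraries lay between 1.16 and 4.04 CPM at 5 months and the WT libraries between 5.46 and 33.7 CPM.

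The related genes Mycn and Mycl were not called between KO and WT libraries in any comparison tested with limma (adjusted p from 0.835 to 1). For Mycl in liver at 20 months, all 5 KO libraries (25.6 to 32.6 CPM) lay above every WT library (7.82 to 24.85 CPM). That log2 difference was 0.78 (SE 0.442, adjusted p 0.879), and the exact permutation test was not run for Mycl. Mycn was low, with 0.875 ± 0.8 CPM in KO and 0.795 ± 0.465 CPM in WT adipose tissue at 5 months (n = 6 each). The cell cycle inhibitor gene Cdkn1a was not called for genotype either. Its largest KO difference, in muscle at 20 months, was 1.37 on the log2 scale (SE 0.713, adjusted p 0.392), with 242 ± 160 CPM in KO and 84.5 ± 44 CPM in WT libraries (n = 5 each). With age Cdkn1a was lower in WT muscle, at 390 ± 281 CPM at 5 months (n = 6) and 84.5 ± 44 CPM at 20 months (n = 5). This fall was not called with limma (-1.71, SE 0.682, adjusted p 0.0818) but was with edgeR (-2.25, adjusted p 0.0218). Cdkn2a passed the expression filter in adipose tissue alone. There it rose in WT mice from 0.832 ± 0.524 CPM at 5 months (n = 6) to 2.33 ± 0.312 CPM at 20 months (n = 5), a log2 fold change of 0.91 (SE 0.266, adjusted p 0.0344) with all 5 older libraries above the younger ones. The adjusted p was 0.0602 with a sex covariate, 0.0624 without the expression filter and 0.0626 with edgeR. KO and WT did not differ in Cdkn2a at 5 months (log2 fold change 0.11, adjusted p 0.905) or at 20 months (-0.17, adjusted p 1). Over these 5 genes, 1 passed the threshold in adipose WT ageing when adjusted over all genes and 2 when adjusted over the list alone.

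The effect of Myc inactivation in young mice was tested over all expressed genes with limma. In adipose tissue 15 of 14286 genes were changed at 5 months, 5 higher and 10 lower in KO, and 1692 had an unadjusted p under 0.05, where chance gives 714. In liver 9 of 12924 genes were changed (4 higher, 5 lower, 897 unadjusted, 646 by chance). In muscle 0 of 13237 genes were changed and 543 had an unadjusted p under 0.05 (662 by chance). DESeq2 on the recovered reads moved these counts most, to 304, 47 and 5 genes, and in adipose tissue more of them were higher (209) than lower (95) in KO. The adipose count ran from 2, without W5F5006, to 51, without K5F5118, and 2 of the 15 genes, Pvt1 and Wnt4, were called in each of the 12 fits that left out 1 library. The liver count ran from 6, without K5L4284, to 25, without K5L5218, and 6 of the 9 genes were called in each of 12 such fits (Bid, Cd8a, Gt(ROSA)26Sor, Mug2, Myc and Pvt1).

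**Figure D2:**
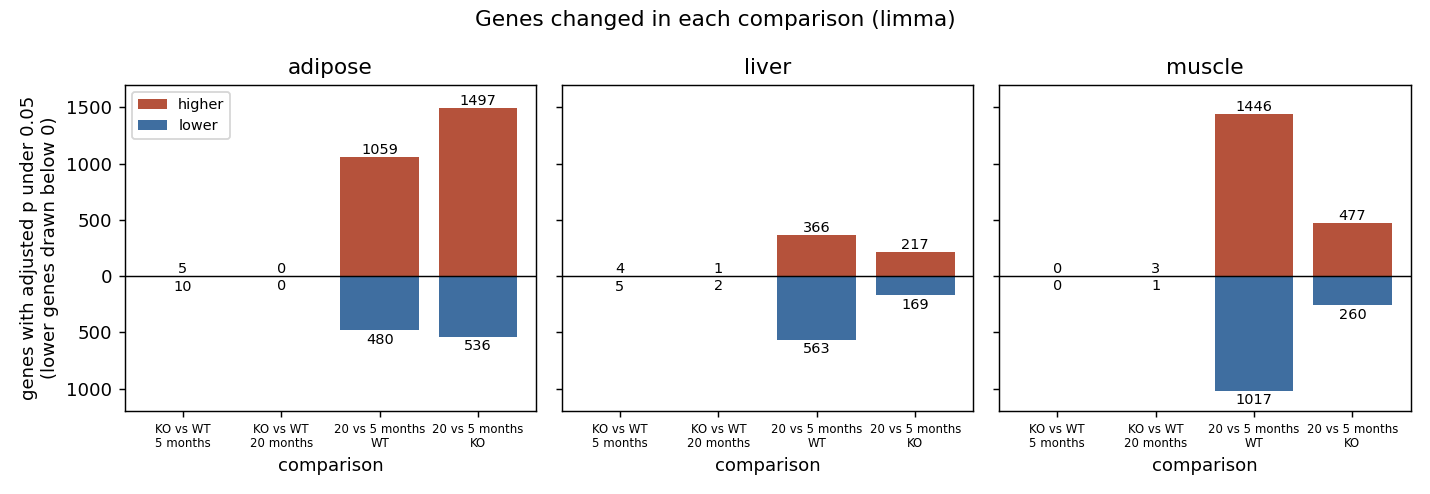
Number of genes with an adjusted p under 0.05 (limma) in each tissue and comparison, with higher genes drawn above 0 and lower genes below. Between KO and WT at most 15 genes changed in a tissue, and between 20 and 5 months 386 to 2463.

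In adipose tissue at 5 months the largest rises by the rule were Pvt1 (gene ID 19296) and Rasgef1b (320292). Pvt1, the gene next to Myc, averaged 11.6 ± 4.88 CPM in KO and 2.12 ± 0.673 CPM in WT libraries (n = 6 each), a log2 fold change of 1.95 (SE 0.221, adjusted p 0.000102). Rasgef1b averaged 15.1 ± 4.93 and 6.02 ± 1.26 CPM (log2 fold change 1.16, SE 0.191, adjusted p 0.017). The largest falls were Myc and Cdkn2c (12580). Cdkn2c averaged 28.5 ± 7.25 CPM in KO and 77.4 ± 35.3 CPM in WT libraries (-1.32, SE 0.244, adjusted p 0.0322). For each of these genes the groups did not overlap. Wnt4 (22417) rose more than Rasgef1b, but its mean over all adipose libraries is under 5 CPM. It was chosen after its values were seen because it stayed called in every fit without 1 library. Wnt4 averaged 10.6 ± 4.41 and 2.22 ± 0.646 CPM at 5 months (log2 fold change 1.79, SE 0.203, adjusted p 0.000102). At 20 months it averaged 1.35 CPM in KO and 0.971 CPM in WT libraries. 4 of the 12 young adipose libraries, 3 KO and 1 WT, held transcripts of the epididymis, and without them 18 genes were called, 15 higher and 3 lower in KO, 5 of them shared with the 15 called in all libraries.

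In liver at 5 months the largest falls were Mug2 (17837) and Myc. No risen gene reached the mean of 5 CPM over all liver libraries that the rule asks for. Mug2 averaged 87.1 ± 95.6 CPM in KO and 502 ± 143 CPM in WT libraries (n = 6 each), a log2 fold change of -3.34 (SE 0.537, adjusted p 0.006) with no overlap of the groups. Mug2 has near-identical neighbours among the murinoglobulin genes, so its reads are uncertain, and edgeR gave it an adjusted p of 0.15. Genes outside the rule were chosen after their values were seen. Gt(ROSA)26Sor (14910), the locus of the Cre transgene, averaged 1.99 ± 0.602 CPM in KO and 6.39 ± 2.08 CPM in WT libraries (log2 fold change -1.27, SE 0.178, adjusted p 0.00149). Pvt1 averaged 5.07 ± 1.92 and 1.19 ± 0.564 CPM (1.45, SE 0.211, adjusted p 0.00215). Bid (12122) averaged 8.28 ± 2.48 and 17.2 ± 2.54 CPM (a fall by 1 on the log2 scale, SE 0.158, adjusted p 0.006). Cd8a (12525) was at 1.69 ± 0.717 CPM in KO and between 0 and 0.167 CPM in the WT libraries (adjusted p 0.00093).

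In old mice, KO and WT differed in 0 of 14286 adipose genes (321 at an unadjusted p under 0.05), 3 of 12924 liver genes (750 unadjusted) and 4 of 13237 muscle genes (1821 unadjusted). In liver at 20 months Bid averaged 7.32 ± 1.45 CPM in KO and 25.4 ± 4.63 CPM in WT libraries (n = 5 each), a log2 fold change of -1.67 (SE 0.174, adjusted p 3.07e-05) that was called in 10 of 10 fits without 1 library. Mug2 averaged 57 ± 21.7 and 580 ± 76.3 CPM (-3.41, SE 0.588, adjusted p 0.0332) and was called in 1 of those 10 fits. The liver count ran from 1, without K18L08, to 6, without K18L09. In muscle at 20 months Kcnh6 (192775) averaged 12.4 ± 6.33 CPM in KO and 1.28 ± 0.663 CPM in WT libraries (n = 5 each), a log2 fold change of 2.50 (SE 0.345, adjusted p 0.00755), called in 10 of 10 fits without 1 library. Acbd4 (67131) averaged 17 ± 4.02 and 31.8 ± 3.88 CPM (-0.89, SE 0.135, adjusted p 0.00888). C130046K22Rik (399609), named after its values were seen, was at 2.37 ± 0.284 CPM in KO and listed at 0 in all 5 WT libraries. Over the 3 tissues it was near 0 in 13 of 15 old and in 6 young WT libraries, and in no KO library. The muscle count fell to 1 without W18S72.

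Ageing within each genotype was tested as 20 against 5 months. In WT mice 1539 adipose genes (1059 higher, 480 lower), 929 liver genes (366 higher, 563 lower) and 2463 muscle genes (1446 higher, 1017 lower) were changed. In KO mice 2033 adipose genes (1497 higher, 536 lower), 386 liver genes (217 higher, 169 lower) and 737 muscle genes (477 higher, 260 lower) were changed. With edgeR the adipose split between higher and lower genes was 886 to 820 in WT and 997 to 1265 in KO mice, and with TMM-type factors the split of the liver genes in KO mice was 255 to 127. Age and sex were partly confounded, since the libraries with Xist were all young. Without them the WT counts were 739, 413 and 937 and the KO counts 3032, 567 and 275. Of the 4 young KO adipose libraries then left, 3 held epididymis transcripts and no older one did, so the count of 3032 is not free of these. Of the genes called in all libraries, 629, 325 and 825 were called again in WT mice and 1766, 289 and 241 in KO mice. Among 11330 genes tested in every tissue, 18 were called with the same sign in all 3 tissues in WT ageing and 6 in KO ageing. In WT ageing 392 were called with the same sign in at least 2 tissues and 97 with opposite signs, and in KO ageing 172 and 43.

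These counts moved with single libraries. In WT ageing they ran from 744, without W18F22, to 2325, without W5F5299, in adipose tissue, from 472, without W18L02, to 1623, without W5L5277, in liver, and from 1182, without W18S42, to 3842, without W5S5277, in muscle. In KO ageing they ran from 670, without K18F26, to 3157, without K5F5218, in adipose tissue, from 104, without K18L10, to 743, without K5L5218, in liver, and from 131, without K5S4284, to 662, without K18S48, in muscle.

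Among the largest changes of WT ageing in adipose tissue were Slc5a7 (63993), from 0.654 ± 0.857 CPM at 5 months (n = 6) to 59.4 ± 22.3 CPM at 20 months (n = 5; log2 fold change 5.25, SE 0.564, adjusted p 5.64e-06), Sfrp5 (54612; 4.62, SE 0.962, adjusted p 0.0054) and Cyp2f2 (13107; -3.45, SE 0.605, adjusted p 0.00165). In liver they were Cidea (12683), from 0.106 ± 0.176 CPM (n = 6) to 69.5 ± 33 CPM (n = 5; log2 fold change 5.89, SE 0.58, adjusted p 1.08e-05), Serpina12 (68054; 3.11, SE 0.688, adjusted p 0.00922), Eif4ebp3 (108112; -3.82, SE 0.873, adjusted p 0.0115) and Rps27rt (100043813; -2.79, SE 0.51, adjusted p 0.00246), whose reads are uncertain because it is a copy of a ribosomal protein gene. In muscle they were Dkk3 (50781), from 29.3 ± 26.8 CPM (n = 6) to 162 ± 50.1 CPM (n = 5; log2 fold change 2.73, SE 0.397, adjusted p 0.000663), Tmem132b (208151; 2.58, SE 0.411, adjusted p 0.0012), Ddit4 (74747), which fell from 483 ± 391 to 18.3 ± 5.57 CPM (-3.90, SE 0.857, adjusted p 0.00723), and Mrgprg (381974; -2.89, SE 0.553, adjusted p 0.00386). In each of these the older and younger WT libraries did not overlap.

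Whether the KO effect changed with age was tested as an interaction. It gave 0 changed genes in each tissue, with 407, 507 and 438 genes at an unadjusted p under 0.05 in adipose tissue, liver and muscle (714, 646 and 662 by chance). No gene of 11330 was called for a KO effect at 5 months that differed between tissues, which does not show that the effects were equal. Adipose against liver gave 622 genes at an unadjusted p under 0.05, adipose against muscle 449 and liver against muscle 110, where chance gives 566.

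Because the series addresses premature ageing, the KO effect at 5 months was compared with WT ageing across genes. Pearson's r was 0.015 in adipose tissue, 0.18 in liver and -0.187 in muscle. Unchanged groups simulated against the same WT controls gave median r values of 0.452 (central range -0.279 to 0.842), 0.527 (-0.105 to 0.884) and 0.42 (-0.224 to 0.814). With the WT 5-month libraries divided into disjoint controls for the 2 fold changes, mean r over 20 divisions was -0.141, -0.121 and -0.311, so the sign changed in adipose tissue and in liver. This moved r most in liver, while in the other tissues leaving out 1 library moved it most, to 0.161 in muscle without W5S5277 and 0.182 in adipose tissue without W5F5299. KO effects at 5 and 20 months, which share no library, correlated at r 0.264 in adipose tissue, 0.224 in liver and 0.383 in muscle, and 26, 16 and 9 of 100 label permutations gave an r as large. Leaving out 1 library moved the adipose value from 0.161 (without K5F5118) to 0.39 (K5F5218). The liver value then ran from 0.08 (W5L5277) to 0.324 (W5L5042) and the muscle value from 0.228 (W5S5277) to 0.445 (W5S5007). Ageing in WT and in KO mice correlated at r 0.785, 0.725 and 0.794, and 0, 1 and 0 of 100 permutations were as large. Among libraries with Y-chromosome transcripts these were 0.629, 0.72 and 0.682.

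Of the 11 process lists, camera called 7 in adipose tissue, 6 in liver and 5 in muscle for KO against WT at 5 months, 3, 3 and 7 at 20 months, and 6, 7 and 4 in WT ageing. With fry 3 lists held, all lower in liver WT ageing: cytosolic aminoacyl-tRNA synthetases (adjusted p 0.0392), cytosolic ribosomal proteins (0.0309), and ribosome biogenesis and nucleolar Myc targets (0.0309). With camera at the estimated correlation none of the 99 tests passed (smallest adjusted p 0.72). Without 1 library the counts moved most in adipose tissue at 20 months, to 1 without K18F28 and 8 without K18F27. At 5 months ribosome biogenesis genes were lower in KO in adipose tissue (median log2 fold change -0.15, 5 of 58 members higher, camera adjusted p 0.000183), liver (-0.28, 2 of 58, 2.56e-19) and muscle (-0.13, 6 of 58, 3.44e-12). Interferon response genes were higher in KO in adipose tissue (0.14, 33 of 50 members, 0.00132), liver (0.22, 43 of 50, 4.10e-08) and muscle (0.20, 38 of 47, 8.52e-08). In adipose tissue oxidative phosphorylation (-0.37, 1 of 78 members higher, 1.85e-10), mitochondrial ribosomal proteins (-0.24, 2 of 78, 3.63e-07) and cell cycle genes (-0.37, 1 of 59, 4.82e-08) were lower in KO at 5 months. In muscle at 20 months oxidative phosphorylation was lower (-0.33, 0 of 79, 7.66e-18) and cell cycle genes were higher (0.27, 21 of 31, 0.00913). Cell cycle genes were lower in KO adipose tissue at 20 months (-0.11, 12 of 59 higher, 0.00687). Senescence-associated genes were higher in KO at 5 months in adipose tissue (0.18, 36 of 54, 0.00277) and muscle (0.23, 28 of 40, 0.00784). They were higher at 20 months in adipose tissue (0.32, 44 of 54, 1.42e-10) and muscle (0.21, 33 of 40, 0.000449), and lower in muscle WT ageing (-0.49, 11 of 40, 0.000379). Cytosolic ribosomal proteins fell in WT ageing in adipose tissue (-0.71, 0 of 79 higher, 1.04e-17) and liver (-0.50, 1 of 79, 3.18e-31), and tRNA synthetases in liver (-0.26, 0 of 20, 5.15e-05). Cytosolic ribosomal proteins were also lower in KO liver at 5 months (-0.305, 2 of 79, 8.95e-39) and 20 months (-0.07, 30 of 79, 0.00112). The same held in KO muscle at 20 months (-0.26, 1 of 79, 1.94e-09). The other KO comparisons of this list were not called. DNA repair genes rose in muscle WT ageing (0.21, 49 of 64, 0.00379). The spliceosome list fell in adipose WT ageing (-0.24, 12 of 86 higher, 7.80e-07), and p53 targets were higher in KO liver at 20 months (0.15, 21 of 28, 0.0205).

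Single members of the 11 lists were changed at 5 months in 1, 1 and 0 cases in adipose tissue, liver and muscle when adjusted over all genes, and in 5, 43 and 6 when adjusted over the list alone. At 20 months the counts were 0, 0 and 0 over all genes and 1, 1 and 3 over the list alone. In WT ageing they were 73, 111 and 66 over all genes and 119, 164 and 63 over the list alone. The lists held 664, 619 and 608 member tests per comparison.

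The KO effect was also averaged over its 6 comparisons, a test chosen after the data were seen. It changed 136 of 11330 genes (80 higher, 56 lower), with 1746 at an unadjusted p under 0.05, and 109 of the 136 went the same way in 6 of 6 comparisons. The median absolute log2 fold change of the 136 was 0.37, and 7 reached 1. edgeR gave 165 genes (DESeq2 was not run for this average), and the count ran from 98, without K18F30, to 245, without K5F5118. Myc, Pvt1 and Gt(ROSA)26Sor were among the 136. Dkc1 (245474), a ribosome biogenesis gene, averaged -0.44 (SE 0.057, adjusted p 2.74e-07) and was lower in 6 of 6 comparisons. H2-Q4 (15015) averaged 0.75 (SE 0.084, adjusted p 7.18e-09) and was higher in 6 of 6, with reads that are uncertain because the H2 genes are close copies.

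Over 14 list scores of the same average, 3 passed a permutation test after adjustment. The test takes old libraries of different tissues as independent. The interferon response score was higher in KO by 0.20 (permutation p 7e-04, adjusted 0.0049, 42 of 47 members), the senescence-associated score by 0.17 (4e-04, adjusted 0.0049, 28 of 33 members) and the macrophage marker score by 0.40 (0.0024, adjusted 0.0112, 12 of 12 members), each in 6 of 6 comparisons. The ribosome biogenesis score was lower by 0.13 in 6 of 6 comparisons (1 of 58 members higher, permutation p 0.0198, adjusted 0.0693). Without K5F5116 the adjusted p of the senescence-associated score was 0.056 (1000 permutations).

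**Figure D3:**
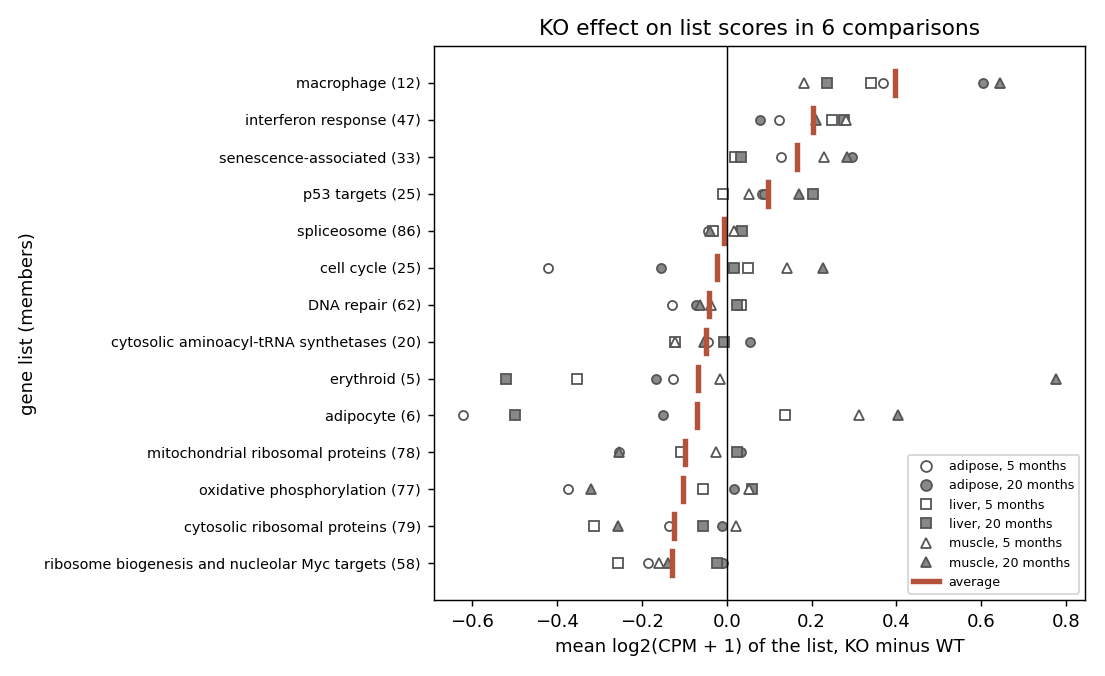
KO minus WT difference in the mean log2(CPM + 1) of each gene list, with a symbol for each tissue and age and a bar for the average of 6 comparisons; the number of members is in parentheses. The macrophage, interferon response and senescence-associated lists lay above 0 in 6 of 6 comparisons.

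**Figure D4:**
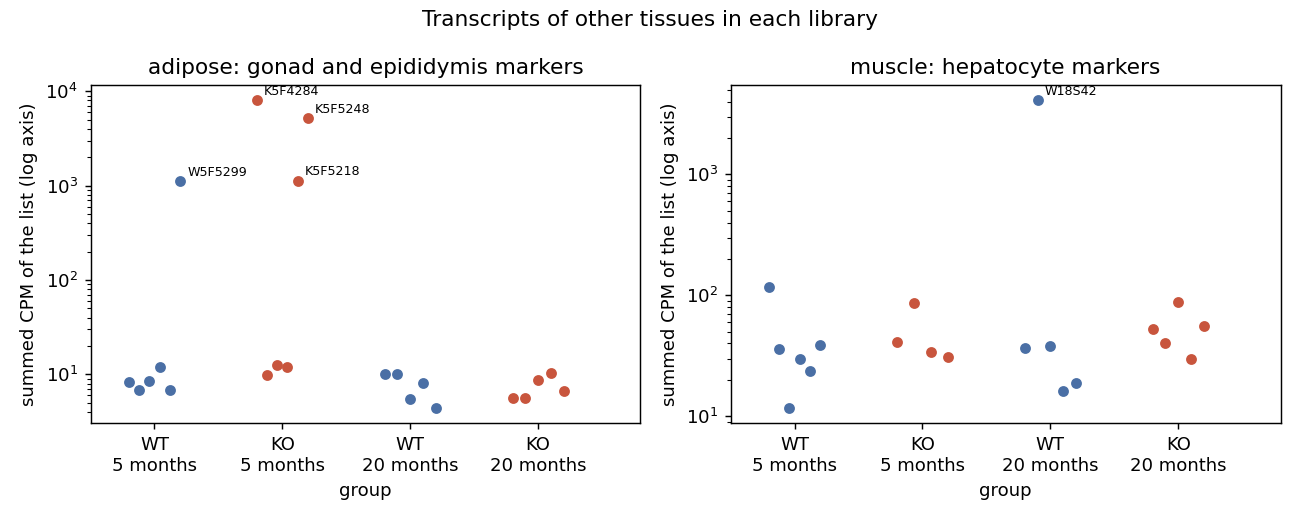
Summed CPM of gonad and epididymis markers in adipose libraries (left) and of hepatocyte markers in muscle libraries (right), on log axes, by group; points are libraries. 4 adipose libraries lay above 100 CPM and the others at or below 12.5 CPM, and W18S42 held 4099 CPM of hepatocyte markers where the other muscle libraries held 11.7 to 117 CPM.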

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

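The tests of this part were chosen after the results were seen, with these exceptions. The interaction test and the fits that left out 1 library were fixed in advance. Each group of 4 to 6 libraries was searched for a library far from the others (Dixon's criterion) in reads, clock index, Myc, marker sums and named genes. The 228 groups of values gave 21 such libraries, where chance gives 11: 3 for reads, 5 for the clock index, 1 for Myc, 10 for marker sums and 2 for named genes. W18L04 came up 3 times and W18S42 2 times. The interaction test gave 0 genes at an adjusted p under 0.05, with 407, 507 and 438 at an unadjusted p under 0.05.

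Depth stood apart in K5F5248 with 27.2 M reads (others of its group 16.6 to 18.9 M), in K18L10 with 16.3 M (23.4 to 25.4 M) and in K5L5248 with 18.1 M (20.6 to 22.2 M). No biological explanation was tested. Leaving out K18L10 took the genes of liver KO ageing from 386 to 104.

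The gonad and epididymis marker sum was 1120 CPM in W5F5299 (others of its group 6.81 to 12.1 CPM) and 154 CPM in the muscle library W5S5299 (5.59 to 12.5 CPM), which has the same code number. The adipose libraries with such transcripts are taken up under the other observations. For the muscle library no explanation was tested.

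The hepatocyte marker sum was 4100 CPM in the muscle library W18S42 (others of its group 16.1 to 37.8 CPM). Its mesothelium marker sum was 11 CPM (3.45 to 4.6 CPM). Liver RNA carried into this library is a candidate explanation. All 12 of 12 hepatocyte markers were highest of the muscle libraries there, and so were 84 of 84 genes above 1000 CPM in liver and below 10 CPM in the other muscle libraries. The excess came to a median of 2.22% of the liver mean over the markers (1.51% to 4.22%). Albumin was at 1970 CPM, against at most 28.9 CPM in the others. None of the 3 hepatocyte markers tested in muscle was among the genes of WT ageing, and without this library 1182 genes were called there in place of 2463. Fewer libraries are 1 reason for a lower count.

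The clock index, log2(Dbp CPM + 1) minus log2(Arntl CPM + 1), stood apart in 5 libraries: W18F24 with 2 (others of its group -3.1 to -1.82), W5F5277 with 2.27 (-3.87 to -1.72), K5L5218 with 3.91 (-3.55 to -2.75), W5L5277 with 2.59 (-3.36 to -2.23) and W5S5277 with 1.44 (-4.13 to -2.53). Time of day at collection may explain this. Of 10 other clock genes, 9 in adipose tissue, 10 in liver and 10 in muscle moved with the index in the direction of the clock. Libraries of the same code number had related indices in liver and muscle over 9 numbers (r 0.978, permutation p 4e-04, adjusted 0.0012), and r stayed at 0.964 without W5L5277 and W5L5299. In adipose tissue and liver r was 0.718 over 11 numbers (p 0.0189, adjusted 0.0284), with a rank correlation of 0.473 (p 0.145). In adipose tissue and muscle r was 0.804 over 8 numbers (p 0.0661), and 0.295 without W5F5277 and K5F4285. Each of these libraries stood apart from others of the same age and genotype, which a response of the clock to age or genotype alone would not give.

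Whether the clock drives a comparison was tested in muscle WT ageing, where 1776 of the 2463 genes were called again with a clock covariate, which argues against the clock as the whole cause. The mean index of the older muscle WT libraries was higher by 1.35 than that of the younger (exact p 0.366) and by 1.65 than that of the older KO libraries (exact p 0.325). Leaving out W5S5277 took the muscle count to 3842, leaving out W5L5277 took liver WT ageing from 929 to 1623, and leaving out K5L5218 took liver KO ageing to 743.

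Myc stood apart in W18L01 with 7.61 CPM (others 5.36 to 5.47 CPM). In W18L04 Bid was at 33.5 CPM (22.7 to 24.8 CPM), Cdkn1a at 3.63 CPM (69 to 168 CPM) and the B and plasma cell marker sum at 8.19 CPM (19.2 to 22.1 CPM). This library also had the highest clock index of its group (5.66). No explanation was tested for these values.

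Other marker sums that stood apart were those of B and plasma cells in W5S5041 with 0.903 CPM (1.59 to 2.04 CPM), T cells in K18F29 with 39 CPM (25.2 to 28.5 CPM) and in K18S63 with 4.42 CPM (1.9 to 2.42 CPM), pancreas in W5L5005 with 33.2 CPM (4.61 to 10.1 CPM), and skeletal muscle in W5L5042 with 16.3 CPM (0.365 to 1.67 CPM). RNA from other tissues was not tested for these, and no biological explanation was tested.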

How the results depend on the processing

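The clock covariate, the libraries with Y-chromosome transcripts alone, the fits without the 4 adipose libraries with epididymis transcripts, and the tests on the average KO effect were chosen after the data were seen. Of 261 alternatives that did not leave out a single library, 192 kept the direction and the side of the threshold or, for counts, stayed within 1.5 times. Of the rest 37 gave weaker results, 29 stronger, 2 moved and 1 reversed. The adipose correlation of 0.015, whose sign also changed with disjoint controls (-0.141), is not counted as reversed. For the changes below the cause was not tested unless one is given.

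With DESeq2 the counts for KO against WT were 304 and 11 in adipose tissue, 47 and 18 in liver and 5 and 49 in muscle at 5 and 20 months. For ageing DESeq2 gave 2696 (WT) and 3297 (KO) genes in adipose tissue, 1459 and 778 in liver, and 1434 in muscle KO mice, and for the interaction 6 in adipose tissue and 1 in muscle. All 15 adipose genes of limma at 5 months were among the 304. On simulated data DESeq2 made 22 to 30 false calls where limma made 5 to 12. With edgeR the adipose count at 5 months was 9, all shared with the 15, and the liver count at 20 months 1.

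Without the expression filter more genes were tested. The counts were then 7 and 1 in adipose tissue at 5 and 20 months, 1 in muscle at 5 months, 245 and 461 for KO ageing in liver and muscle, and 1, 11 and 1 for adipose against liver, adipose against muscle and liver against muscle. With a sex covariate they were 34 for adipose KO against WT at 5 months, 869 for adipose WT ageing, 1 and 7 in muscle at 5 and 20 months, and 182 for muscle KO ageing. With only the groups compared they were 2 in adipose tissue and 1 in liver at 5 months, 6 in liver at 20 months, 2652, 415 and 1055 for WT ageing in adipose tissue, liver and muscle, and 819, 193 and 1746 for KO ageing. TMM-type factors gave 5 genes in liver at 20 months, and array quality weights 1 for the adipose interaction. TMM-type factors moved the median of all genes by less than 0.1 in each comparison.

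With the clock covariate, 1 gene was called in liver at 20 months, 636 in liver KO ageing and 90 for the average KO effect. With the libraries with Y-chromosome transcripts alone, which are fewer, WT ageing gave 739, 413 and 937 genes in adipose tissue, liver and muscle, and KO ageing 275 in muscle. The correlation of ageing in WT and KO was then 0.629 in adipose tissue and 0.682 in muscle. Without the adipose libraries with epididymis transcripts WT ageing gave 3459 genes, 1528 of them shared with the 1539, and the average KO effect 303. The correlation of the KO effect at 5 months with WT ageing in liver reversed from 0.18 to -0.121 with disjoint controls. The adipose value of 0.015 ran from -0.141 to 0.096 over the alternatives of that kind, and from -0.129 (without K5F5218) to 0.182 (without W5F5299) when 1 library was left out. With fry 0 lists passed in each comparison except liver WT ageing (3), and with camera at the estimated correlation 0 passed in each. At an unadjusted p under 0.05 fry gave 0, 2 and 2 lists in adipose tissue, liver and muscle for KO at 5 months, 1, 0 and 2 at 20 months and 5, 5 and 2 in WT ageing, and camera at the estimated correlation 0, 2 and 2, then 1, 0 and 0, then 0, 1 and 0.

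Across the fits that each left out 1 library, counts for KO against WT ran from 2 (without W5F5006) to 51 (K5F5118) and from 0 to 1 (K18F28) in adipose tissue at 5 and 20 months. In liver they ran from 6 (K5L4284) to 25 (K5L5218) and from 1 (K18L08) to 6 (K18L09), and in muscle at 20 months from 1 (W18S72) to 5 (K18S63), with 0 throughout at 5 months. WT ageing ran from 744 (W18F22) to 2325 (W5F5299) in adipose tissue, 472 (W18L02) to 1623 (W5L5277) in liver and 1182 (W18S42) to 3842 (W5S5277) in muscle. KO ageing ran from 670 (K18F26) to 3157 (K5F5218), 104 (K18L10) to 743 (K5L5218) and 131 (K5S4284) to 662 (K18S48). Adipose against liver ran from 0 to 3 (K5F5116) and adipose against muscle from 0 to 1 (W5F5041), and the average KO effect from 98 (K18F30) to 245 (K5F5118).

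The correlation of the muscle KO effect with WT ageing ran from -0.244 (W5S5042) to 0.161 (W5S5277). The log2 difference of Myc in WT ageing ran from -0.62 (W5F5277) to -0.39 (W18F24) in adipose tissue and from -1.74 (W5S5277) to -1.03 (W5S5042) in muscle, and that of KO in young muscle from -1.46 (W5S5277) to -0.75 (W5S5042). List counts ran from 1 (K18F28) to 8 (K18F27) in adipose tissue and from 1 (K18L06) to 4 (K18L08) in liver at 20 months, from 3 (W5S5004) to 7 (W5S5277) in muscle at 5 months, and from 2 (W18S45) to 6 (W5S5277) in muscle WT ageing. The senescence-associated score ran from 0.151 (K5F5116, adjusted p 0.056) to 0.182 (W5S5042), and the ribosome biogenesis score from -0.141 (K5F4285) to -0.109 (K5F5218), with an adjusted p from 0.014 to 0.168 that passed in 17 of 64 fits.

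Over 265 settings of single named genes, 10 were weaker, 1 stronger and 4 reversed. The stronger one was Cdkn1a in muscle WT ageing with edgeR (-2.25, adjusted p 0.0218, against 0.0818 in limma). Cdkn2c in young adipose tissue had an adjusted p of 0.0624 without the filter. The reversed ones were small: Mycn in adipose tissue with a pseudocount of 0.1 at 5 months (-0.143) and with edgeR at 20 months (-0.025), Cdkn1a in adipose WT ageing with a sex covariate (0.218), and Mycl in young muscle with edgeR (-0.248). Mug2 had an adjusted p of 0.15 and 0.0651 with edgeR at 5 and 20 months, and 0.0686 without the filter at 20 months. Myc in muscle WT ageing, with an adjusted p of 0.0492 in limma, had 0.134 with a sex covariate (-0.966), 0.0976 without the filter and 0.0556 with a pseudocount of 0.1.

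Numbers in the library codes recur between tissues at 5 months and not at 20 months. Some old WT libraries were alike in code order, which was not tested. Nnt was at 252, 93.8, 233, 248 and 96.8 CPM in W18L01 to W18L05. It was at 32, 14.7, 34.4, 29.5 and 15.8 CPM in W18F21 to W18F25. C130046K22Rik was above 0 in W18L03 and W18F23 alone of these. If old libraries share mice, the permutation p of the list scores take related libraries as independent. Libraries that share a number had a median correlation of deviations from the group means of 0.118 (adipose tissue and liver, 7 of 11 over 0.1), 0.158 (adipose tissue and muscle, 5 of 8) and 0.167 (liver and muscle, 8 of 9), against -0.05, -0.107 and -0.09 for different numbers. With a block for the number, the differences between tissues gave 0, 0 and 0 genes (622, 449 and 110 unadjusted without the block) and the average KO effect 108.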

Other observations

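Of the tests in this part, those of epididymis transcripts among the largest adipose changes and of genes outside the engineered loci were set before their results were seen. The sex covariate, DESeq2 on all libraries, and the correlation of the KO effect with WT ageing beside simulations were fixed in advance. The remaining tests, the counts over other splits of the samples included, were chosen afterwards.

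Other splits of the libraries were fitted for each count of genes, 100 per result with the real one included. For KO against WT at 5 months, 17 splits gave as many genes in adipose tissue, 10 in liver and 100 in muscle, where the count was 0 (543 unadjusted). At 20 months it was 100 in adipose tissue (0 genes, 321 unadjusted), 1 in liver and 2 in muscle. So at 5 months the counts of 15 and 9 genes are not beyond what regrouping gives. The splits were not held equal in libraries with Xist or epididymis transcripts, while KO and WT had 2 libraries with Xist each. The split with the most genes had 3 and 1 libraries with Xist in adipose tissue (2758 genes) and 1 and 3 in liver (1405). Such splits may hold more genes, so this comparison cannot tell whether the 15 and 9 genes are due to chance. WT ageing was matched by 1, 2 and 2 splits in adipose tissue, liver and muscle, and KO ageing by 2, 2 and 1. The interaction and the differences between tissues, with 0 genes each, were matched by 100 of 100 (407, 507, 438, 622, 449 and 110 unadjusted). The average KO effect was matched by 2. The number of lists passing camera was matched by 48, 89 and 62 splits in adipose tissue (KO at 5 months, KO at 20 months, WT ageing), 45, 78 and 31 in liver, and 66, 28 and 73 in muscle. The number of lists is therefore not beyond what regrouping gives. The p or shift of a single list was not set against regroupings.

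In adipose tissue at 5 months 4 libraries held epididymis transcripts: K5F4284, K5F5218, K5F5248 and W5F5299. Crisp1 was at 5460, 822, 3290 and 791 CPM in them and at most 0.319 CPM in the other adipose libraries. In all, 5 of 15 markers were at least 10 times higher, while the gonad genes Star, Cyp11a1 and Amh were not raised. These are 4 of the 8 young adipose libraries with Y-chromosome transcripts and none of the 4 with Xist. The labels give omental adipose tissue for all adipose libraries. Whether the fat with epididymis transcripts was taken elsewhere was not tested. No 20-month adipose library held these transcripts, so such a difference would also fall between the ages. Cells of another tissue are a candidate explanation for the largest changes between KO and WT. Of the 20 genes with the largest change, 18 peaked in 1 of the libraries with epididymis transcripts, as did 30.9% of all genes. For the 15 called genes the tables argue against them as the whole cause. Without these libraries a median share of 0.989 of the log2 fold change stayed (0.63 to 1.24), and 15 of 15 genes had an unadjusted p under 0.05, though 5 of 15 passed after adjustment. Of the 10 lower genes, 7 were lowest in 1 of the 3 KO libraries with these transcripts, and of the 5 higher genes 3 were highest there. Of the genes DESeq2 called higher in KO, 172 of 209 peaked there, yet DESeq2 called 378 genes without these libraries, 76 of them shared, so the high DESeq2 count stays unexplained. The split that gave the most genes (2758) had all 4 of these libraries in 1 group.

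Sex differed between the ages, with 12 Xist libraries at 5 months and none at 20. Were sex the whole cause of the ageing changes, few would be called again among libraries with Y-chromosome transcripts. In WT mice 629 of 1539 genes in adipose tissue, 325 of 929 in liver and 825 of 2463 in muscle were, and in KO mice 1766 of 2033, 289 of 386 and 241 of 737. 100% of the called genes had the same sign. In KO adipose tissue 3 of the 4 young libraries kept held epididymis transcripts and no older library did, so sex is not set apart from these there. Fits that left out as many young libraries of each genotype, but with Y-chromosome transcripts, were as low as the WT counts of 739, 413 and 937 in 0 of 36, 1 of 36 and 2 of 6 cases, and as low as the KO counts of 3032 and 567 in adipose tissue and liver in 30 of 36 and 29 of 36. So sex may add to the WT counts of adipose tissue and liver (739 and 413). The fits set beside them kept every young library with Xist among fewer young libraries, so age and sex were more confounded in them. How much sex adds therefore cannot be told. In muscle KO mice this comparison says nothing, since 2 of 4 young libraries have Xist and leaving out the others would leave age and sex confounded. There a sex covariate gave 182 genes in place of 737, so part of that count may go with sex. Unequal sex does not explain the adipose KO genes at 5 months, since KO and WT had 2 libraries with Xist each, a difference of 0. In young muscle they were 2 of 4 KO and 2 of 6 WT libraries.

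Strain variants linked to the engineered loci may explain part of the average KO effect. Among the 135 called genes with a known place, 13 lay within 100 genes of Myc or Gt(ROSA)26Sor and 122 elsewhere, so linked variants are not the whole cause. Without Myc, Pvt1 and Gt(ROSA)26Sor the windows held 10 calls of 399 genes (2.51%) against 1.12% of 10887 elsewhere (Fisher's exact p 0.027). The window of Gt(ROSA)26Sor, which holds Bid, had a p of 0.0283 (adjusted 0.0566) and that of Myc 0.291. Whether variants that differ between animals are behind the window genes cannot be told apart: their median correlation between tissues for libraries of the same code number was 0.182, and 1806 of 10000 random lists were as high. The called genes elsewhere had 0.186 (11 of 10000 lists as high), and all tested genes 0.092. Lower Gt(ROSA)26Sor and higher Pvt1 in KO were not tested for a cause, and disruption of these loci stays open.

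C130046K22Rik was near 0 (under 0.1 CPM) in 19 of 33 WT libraries and in 0 of 31 KO libraries, and above 0.5 CPM in the rest. For 12 of 12 code numbers seen in several tissues the libraries were all near 0 or all above. That count does not settle whether strain variants that differ between animals are the source. The 6 young WT libraries near 0 are the 6 young WT libraries with Xist, so among those numbers animal and sex cannot be told apart. Sex alone is excluded as the source for all libraries, since 13 of those near 0 had Y-chromosome transcripts and 6 of the 12 Xist libraries, all of KO, were above. The search for such all-or-none genes, with thresholds set after this gene was seen, found 9, of which 4 lie on the Y chromosome. Whether C130046K22Rik overlaps other transcripts was not examined, so its reads may be uncertain. Mug2, Bid, the H2 genes and Nnt were not searched for variants, which these data do not hold. A difference of strain background between KO and WT mice, which the labels give, therefore stays open for single genes.

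Macrophage markers were higher in KO on average for 12 of 12 genes (score 0.396, permutation p 0.0024, adjusted 0.0112, 6 of 6 comparisons), and more macrophage RNA in KO tissue is a candidate explanation. Of the other marker lists, adipocyte markers gave -0.07 (adjusted p 0.58) and erythroid markers -0.068 (0.808). These averages join values of opposite sign. Adipocyte markers ran from -0.621 in adipose tissue at 5 months to 0.403 in muscle at 20 months. Erythroid markers ran from -0.521 in liver to 0.776 in muscle, both at 20 months. Too few members were tested in all tissues for the lists of B and plasma cells (1), gonad and epididymis (1), hepatocytes (3), mesothelium (4), pancreas (0), skeletal muscle (1) and T cells (0). With the macrophage score taken out, the senescence-associated score fell from 0.165 to 0.036 (p 0.374), so that list may follow macrophage RNA (within-group r 0.653). The reading of that p was set after it was seen. The interferon response score stayed at 0.188 (p 0.0058, adjusted 0.0377), and without its members on chromosome 17 at 0.189 (p 0.0046), which argues against macrophages or variants near the H2 genes as its whole cause. Whether immune activity, strain or the loss of Myc lies behind it was not tested.

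Lower expression of Myc target genes would lower the ribosome biogenesis list in KO. The score was lower in 6 of 6 comparisons, with an adjusted permutation p of 0.0693, so these samples do not settle it. With the macrophage score taken out it was -0.171 (p 9e-04, adjusted 0.0117), a test chosen after the first. In that test cytosolic ribosomal proteins (-0.238), mitochondrial ribosomal proteins (-0.145) and tRNA synthetases (-0.08) passed as well, each with an adjusted p of 0.0385.

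The premise of premature ageing was put to the data as the correlation of the KO effect at 5 months with WT ageing. The values of 0.015, 0.18 and -0.187 lay below the medians of simulations with unchanged groups against the same controls (0.452, 0.527 and 0.42) and within their central ranges. The muscle value was near the lower end of its range (-0.224), on the side away from ageing. The negative sign depends on 1 library, since the value was 0.161 without W5S5277. That was still below 0.42, the median simulated with all libraries. With disjoint controls the mean muscle value was -0.311. Among the remaining lists of the average, with the macrophage score left in, oxidative phosphorylation gave -0.104 (adjusted p 0.33), cytosolic ribosomal proteins -0.125 (0.33), mitochondrial ribosomal proteins -0.098 (0.282), tRNA synthetases -0.049 (0.282), DNA repair -0.041 (0.282), p53 targets 0.098 (0.301), cell cycle -0.023 (0.808) and the spliceosome -0.007 (0.852).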
